A study of Danio rerio with 6 samples. Its data were reported in "IRF4 drives clonal evolution and lineage choice in a zebrafish model of T-cell lymphoma" (2022).

How the data were processed

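RNA was measured in 6 libraries from zebrafish, 2 for each of 3 groups. Tumor cells came from fish carrying human IRF4 under the T-cell lck promoter together with the red fluorescent marker mCherry (lck-IRF4), or from such fish that were also heterozygous for a p53 mutation (lck-IRF4;p53+/-). Per the labels, tumor cells were harvested after the lymphoma phenotype had developed and were sorted by their mCherry fluorescence. The controls (lck-mCherry) were normal thymus cells of fish that carried the marker alone, and the labels do not state whether these were sorted as well. The study's methods for RNA extraction and PCR describe cells of every transgenic fish as sorted on mCherry, without naming these libraries. Total RNA was made into strand-specific libraries and sequenced from both ends on a BGISeq500. Groups and replicate numbers were taken from the labels of each sample.

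For each library the authors deposited a table of whole-number counts per Ensembl transcript, not normalized. The tables list 58867 transcripts, and 29661 had a count in at least 1 library. The labels do not state the aligner or the annotation for these libraries, nor how a read shared by transcripts of 1 gene was assigned, so counts of single isoforms are uncertain. The study's methods for its other bulk RNA-seq name STAR with uniquely mapped reads, the GRCz11 genome and featureCounts. Neither the files nor the name tables used here pair the transcript identifiers with gene names, so transcripts are given by identifier, and genome positions were not used here.

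The authors also deposited 2 tables from DESeq2, one for each tumor group against the control, with a line for each of 31901 Ensembl genes and its symbol. The mean of normalized counts (signal) over the 4 libraries compared was computed by the authors. The log2 fold change and its standard error were also the authors' values, as were the Wald statistic (score), the p-value and the p-value adjusted by the Benjamini-Hochberg procedure, deposited together in each table. How the reads were counted per gene for these tables is not stated, nor is their relation to the transcript counts. The DESeq2 version behind them is not stated for these libraries. Of the gene identifiers, 29178 were found in a table of current gene names, and 541 symbols stood on more than 1 gene. Gene-level results rest on these tables because the counts per library carry no gene names. Approximate group means were computed from each mean and fold change, taking the groups as equal in size. No table compares the tumor groups with each other at the gene level, so the difference between their log2 fold changes is given without a test.

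Transcript counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with trimmed mean of M-values (TMM) scaling, the filterByExpr filter and 1 fit over all 6 libraries, so that the 3 comparisons shared an estimate of the spread. The filter left 14603 transcripts. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05. The biological coefficient of variation was 0.559 and the prior spread had 4.87 degrees of freedom. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333, so no test of a single value was made. Folds of transcripts against a group with at most 3 counts in each library were computed against 3 counts and are lower bounds. In the gene tables, where single libraries could not be examined, the same was done where the approximate group mean was at most 3 normalized counts. A share of a library's counts is given with its 95% Wilson interval. Intervals and floors cover counting error only, since reads were not marked by molecule.

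The whole procedure was tested on simulated data drawn from the means and library sizes of these libraries, with 13821 transcripts tested and 200 changed. It recovered 0 of 67 transcripts changed by 1 on the log2 scale, 4 of 67 changed by 2 and 49 of 66 changed by 4, with 7 false calls. In a comparison without any change it made 0 calls. This procedure therefore missed most changes of 2 on the log2 scale or less. Because both tumor groups were compared with the same controls, 20 sets of unchanged groups were simulated against these controls for the overlap and the correlation of both comparisons.

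Gene lists, the rule for naming genes, the tests and most alternatives were fixed before the data were examined. The lists held tumor-activated genes, genes lower in tumors and double-positive stage genes named in the study, metabolic enzymes of which its text names aldoaa and its single-cell heatmap the others, canonical p53 targets, and markers of T cells, B cells, granulocytes, macrophages, erythrocytes, epithelium, thymic epithelium, skeletal muscle, stroma, endothelium and the cell cycle. Lists of photoreceptor, immediate-early, heat shock and hypoxia-inducible genes were written after the tables had been seen, from genes whose values had not been looked at. No gene stood in more than 1 list. A rotation test (fry) of the lists was planned on the counts and could not be run without gene names. In its place, the median log2 fold change over the list genes with a mean of at least 10 was ranked among 10000 random lists of the same size, matched on mean from the 50 genes on either side in rank. The resulting percentile describes these libraries and is no p-value, since genes are not replicates and members of a list move together. On simulated values, 3 of 40 unchanged lists fell outside the central 95% of random lists. Of lists raised by 3 on the log2 scale, 40 of 40 lay at or above the 95th percentile. This does not show how often smaller shifts would be found. For each list, calls were also counted with p-values adjusted over the list alone.

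Named genes were those of the planned lists and, per comparison, the 3 with the largest rise and the 3 with the largest fall among called genes that had an average log2 CPM of at least 5 and no overlap between the groups' libraries. In the gene tables the overlap could not be examined, and the minimum was taken as a mean of 372.4 for lck-IRF4 and 388 for lck-IRF4;p53+/-. A result that falls under this rule is not reported here. Of unnamed transcripts, at most 2 that rose and 2 that fell are printed. A planned measure of clonality, the share of the highest T-cell receptor gamma variable gene in each library, is not analysed here because the counts are unnamed. Alternatives covered DESeq2 size factors, upper-quartile and total-count scaling, other count filters, the 20 highest transcripts left out, fits of the 4 libraries compared, a block for the replicate number, robust estimation, DESeq2 1.42.0 as the test, a minimum log2 fold change of 1, and each library left out in turn. List values were computed and figures drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.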

Results

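To ask which genes change in tumors driven by IRF4, a transcription factor of lymphocytes, and whether a heterozygous p53 mutation alters them, RNA was sequenced from 3 groups of zebrafish samples with 2 libraries each. The groups were control thymus cells (lck-mCherry), tumor cells (lck-IRF4) and tumor cells with 1 mutant copy of p53 (lck-IRF4;p53+/-). Total counts were 11008958 and 12386720 in the control libraries, 12048398 and 10138258 in the lck-IRF4 libraries, and 11657152 and 12655373 in the lck-IRF4;p53+/- libraries. In the same order, 20464, 18559, 23331, 20599, 22259 and 22335 transcripts had a count. At these depths, a count of 3 corresponds to between 0.237 and 0.296 CPM (library-size scaled counts). The most abundant transcript held the largest share in lck-IRF4 replicate 2, at 10.6% of its counts (95% Wilson interval 10.6 to 10.7), and the smallest in lck-mCherry replicate 1, at 3.44% (3.43 to 3.45). The 20 most abundant transcripts held between 19.0% and 33.6% of a library. The labels name no sequencing batch, and the origin of the cells, thymus or tumor, differed between the control and tumor groups as a whole. Age may have differed too. The study took lck-IRF4 tumor cells for regular RNA-seq from fish months older than the normal thymus of its other data. It also reports that the control thymus regresses with age, and it does not state the age of these controls.

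Replicates were first compared across transcripts, which are not independent replicates. Pearson correlations of log2 CPM were 0.914 between the control libraries, 0.888 between the lck-IRF4 libraries and 0.904 between the lck-IRF4;p53+/- libraries. Between libraries of the different tumor groups they ranged from 0.874 to 0.887, close to the value between the lck-IRF4 replicates. Between control and tumor libraries they ranged from 0.784 to 0.863, below each of the 3 replicate pairs. Counts in each pair of replicates differed by far more than sampling noise, with a chi-square per transcript of at least 117, so no library had been deposited more than once. The first principal component held 45.9% of the variance and separated control from tumor libraries. The second held 17.9% and placed both lck-IRF4;p53+/- libraries above both lck-IRF4 libraries, while also parting the control replicates.

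**Figure D1:**
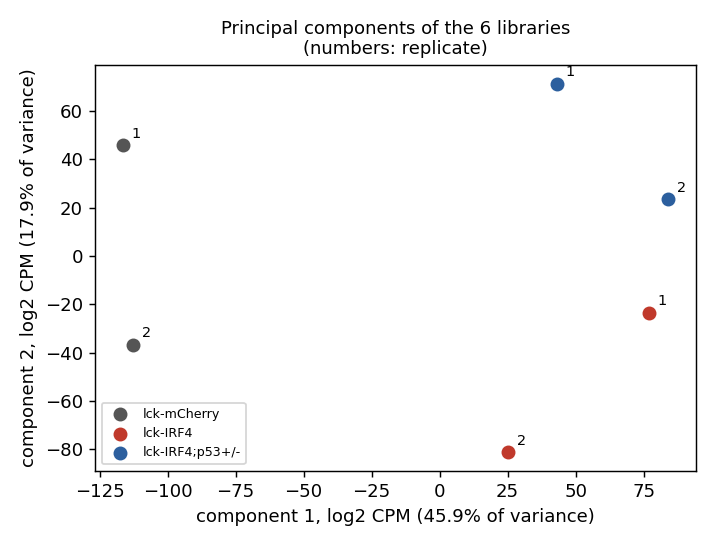
Each point is 1 of the 6 libraries, placed by its scores on the first (x axis, 45.9% of variance) and second (y axis, 17.9% of variance) principal components of log2 CPM, colored by group and numbered by replicate. Control libraries lie at -116 and -113 on the first component and tumor libraries between 25.2 and 84.1.

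The first comparison asked which transcripts differ between lck-IRF4 tumors and control thymus. Of 14603 transcripts tested, edgeR's quasi-likelihood test called 129 at a Benjamini-Hochberg adjusted p under 0.05, of which 97 were higher and 32 lower in the tumors. Without adjustment, 2648 transcripts had a p under 0.05. The count moved most when every transcript with at least 1 count was tested, which gave 1759 calls. It also depended on single libraries of the group outside the comparison, since 409 transcripts were called without lck-IRF4;p53+/- replicate 1 and 373 without replicate 2. The 129 transcripts themselves kept their direction and at least a 2-fold change in each of the 6 fits that left out 1 library. Neither files nor name tables pair these transcripts with gene names. ENSDART00000111262.4 had 0 counts in both control libraries against 927 and 4746 in the lck-IRF4 libraries, at least 1059-fold higher (edgeR adjusted p 0.0296). ENSDART00000133509.3 fell from 1201 and 3260 counts in the controls to 51 and 11, a log2 fold change of -6.47 (edgeR adjusted p 0.0296).

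The second comparison asked the same of lck-IRF4;p53+/- tumors. Here edgeR's test called 292 of 14603 transcripts, 151 higher and 141 lower, and 2776 had an unadjusted p under 0.05. Testing every transcript with at least 1 count gave 1792 calls. Without lck-IRF4 replicate 1 the count was 507, and without lck-IRF4 replicate 2 it was 452. ENSDART00000136732.2 had 1049 and 386 counts in the controls, 671 and 509 in the lck-IRF4 libraries and 0 in both lck-IRF4;p53+/- libraries, at least 256-fold lower than in the controls (edgeR adjusted p 0.0156).

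The third comparison, of the tumor groups with each other, asked what the p53 mutation adds. Only 1 of 14603 transcripts was called by edgeR's test, and 978 had an unadjusted p under 0.05. ENSDART00000173291.2 had 3 and 4 counts in the controls, 0 in both lck-IRF4 libraries and 3117 and 2043 in the lck-IRF4;p53+/- libraries, at least 787-fold higher than in lck-IRF4 (edgeR adjusted p 0.0114). The call was lost without either control library, when 0 transcripts were called, although 1225 and 1229 had an unadjusted p under 0.05. In contrast, testing every transcript with at least 1 count called 505. On simulated data edgeR's test recovered 5.97% of changes of 2 on the log2 scale, so it would miss most differences of that size. DESeq2 called 291 transcripts between the tumor groups on all 6 libraries and 367 on the 4 compared, ENSDART00000173291.2 among them in both.

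Both tumor groups were then compared for the changes they share. Of the transcripts called in each comparison, 98 were called in both and in the same direction. Unchanged groups simulated against the same controls shared a mean of 0.1 and at most 1. Nothing changed in those simulations, so a low overlap was fixed in advance. They cannot show how much overlap shared controls create between groups with separate changes. Across transcripts, which are not independent, the log2 fold changes of both comparisons correlated with a Pearson coefficient of 0.808. The shared controls alone gave 0.496 on average and between 0.486 and 0.517 over 20 simulations. With 1 library per group the observed coefficient ranged from 0.639 to 0.767, and it was lowest among the fits that left out 1 library without lck-IRF4 replicate 1, at 0.612.

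At the level of named genes, the authors' deposited table for lck-IRF4 gave an adjusted p under 0.05 for 1274 of 15052 genes with an adjusted value, 725 higher and 549 lower. The authors' deposited table for lck-IRF4;p53+/- gave 1321 of 15355 genes, 734 higher and 587 lower. Unadjusted p-values under 0.05 in the authors' deposited tables numbered 2768 and 2901. Adjusting over every gene with a p-value lowered the calls in the authors' deposited tables most, to 1129 and 1172. In all, 611 genes were called in both of the authors' deposited tables, 610 of them in the same direction, and the log2 fold changes of 12116 genes correlated with a coefficient of 0.848, without a simulation of the shared controls at the gene level.

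Under the naming rule, 386 genes qualified in the authors' deposited table for lck-IRF4. Ranked by the fitted log2 fold change, the first rises there were those of pcdh12 (ENSDARG00000076594.4), at least 959-fold higher, lgals1l1, at least 1056-fold higher, and cdh29, at least 259-fold higher, in the authors' deposited table. The largest falls in the authors' deposited table for lck-IRF4 were those of anks1b, with a log2 fold change of -6.52 (SE 0.66), cyldb at -6.03 (SE 0.69) and si:dkey-266f7.4 at -5.95 (SE 0.72). For lck-IRF4;p53+/-, 325 genes qualified in the authors' deposited table, led on the fitted scale by pcdh12, at least 1670-fold higher, lgals1l1, at least 1147-fold higher, and trpc4a, at least 335-fold higher. Standard errors of the log2 fold change were 2.69 and 1.58 for pcdh12 in lck-IRF4 and lck-IRF4;p53+/-, and 1.52 and 3.81 for lgals1l1, in the authors' deposited tables. A bound from group means may thus rest on 1 library where the error is large. cdh29 had a mean of 0 in the authors' deposited table for lck-IRF4;p53+/-, and this difference between tumor groups was not tested. By the bounds the order would differ, since rho, noticed after its values were seen, was at least 1532-fold and 799-fold higher in the authors' deposited tables for lck-IRF4 and lck-IRF4;p53+/-. The largest falls in the authors' deposited table for lck-IRF4;p53+/- were those of BX324216.1, at least 301-fold lower, anks1b at -6.77 (SE 0.71) and grasp at -6.69 (SE 0.79). BX324216.1 was not called for lck-IRF4, at -1.04 (SE 0.83, DESeq2 adjusted p 0.604) in the authors' deposited table, and the difference between the tumor groups was not tested.

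Genes that the study singled out as activated in tumors, from single-cell and H3K27ac data rather than these libraries, were examined as a list of 10. Its single-cell comparison was made within T cells lacking CD4 and CD8 (double-negative), while whole libraries are compared here. The study found mostly double-negative cells in tumors and a double-positive majority population in the control. A shift of cell stage alone could thus move this list and the next, which was not tested. The median log2 fold change of the 10 genes in the authors' deposited tables was 1.34 in lck-IRF4 and 1.09 in lck-IRF4;p53+/-, above all 10000 random lists in each (percentile 100). Adjusted p-values under 0.05 in the authors' deposited tables were found for 5 genes in lck-IRF4 and 4 in lck-IRF4;p53+/-, and for the same numbers when adjusted over the list alone. psip1a (ENSDARG00000104710.3) rose most, by 3.94 (SE 0.46, DESeq2 adjusted p 1.95e-14) in lck-IRF4 and 4.42 (SE 0.63, 5.03e-10) in lck-IRF4;p53+/- in the authors' deposited tables. In the same order of groups, the authors' deposited tables gave 3.59 and 4.07 for sec22ba, 3.45 and 3.02 for lrrn1, and 2.02 and 1.95 for gata3, each called in both. h2afx was called in lck-IRF4 alone in the authors' deposited tables, at 1.74 against 1.06, and this difference was not tested. mycb was not called in the authors' deposited tables, at 0.84 (SE 0.47, DESeq2 adjusted p 0.352) and 1.13 (SE 0.65, 0.367). The remaining list genes, midn, ncaldb, patl1 and sla2, had log2 fold changes between -1.06 and 0.95 in the authors' deposited tables and were not called.

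A second list held 5 genes that the study described as lower in double-negative cells of tumors, most of them as p53 targets. Its median log2 fold changes in the authors' deposited tables were -2.19 in lck-IRF4 and -2.35 in lck-IRF4;p53+/-. They lay at percentiles 0.11 and 0.16 of the random lists. Of the 5 genes, 4 and 3 were called lower in the authors' deposited tables, and 4 in each when adjusted over the list alone. stk17al fell by 2.77 (SE 0.46, DESeq2 adjusted p 1.51e-07) and by 3.81 (SE 0.56, 2.17e-09) in the authors' deposited tables. mcl1a had -2.19 and -2.35 and id3 had -2.35 and -3.96, called in both of the authors' deposited tables. btg2 lay near the threshold in the authors' deposited tables, at -1.41 (DESeq2 adjusted p 0.0475) and -2.06 (0.0545), and btg1 was not called in either. The median difference between the tumor groups was -0.65, at percentile 1.17 in the authors' deposited tables, and it was not tested. Canonical p53 targets, of which 11 genes had a mean of at least 10, had a median of -0.54 in lck-IRF4 (percentile 3.90) and -0.66 in lck-IRF4;p53+/- (percentile 6.70) in the authors' deposited tables. Of these, cdkn1a and gadd45aa were called lower in lck-IRF4, at -2.49 and -1.67, and bbc3 in lck-IRF4;p53+/-, at -3.09, in the authors' deposited tables, and 2 in each when adjusted over the list alone. Between the tumor groups the median difference in the authors' deposited tables was 0.23 (percentile 86.3), with 6 genes above 0 and 5 below, and the mean difference was -0.21.

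Genes of the CD4 and CD8 double-positive stage of thymocytes had median log2 fold changes of -1.65 and -2.48 in the authors' deposited tables (percentiles 0.18 and 0). The study reported most of them as lower within double-positive cells of tumors, while here fewer such cells alone could lower them. Of the 6 genes, 3 were called lower in each of the authors' deposited tables, and 4 lower and 1 higher when adjusted over the list alone. The study had plotted cd4-1, cd8a and cd8b from these libraries, so for them the latter is not independent evidence. cd8b fell to -4.31 (SE 0.56, DESeq2 adjusted p 5.11e-12) and -5.08 (SE 0.67, 1.22e-11), and cd8a to -1.73 and -3.28, in the authors' deposited tables. cd4-1 had -3.80 in lck-IRF4 and was at least 58.3-fold lower in lck-IRF4;p53+/- in the authors' deposited tables. rag2 went the other way, at 1.42 (SE 0.52, DESeq2 adjusted p 0.0656) and 1.78 (SE 0.62, 0.0461), while rag1 and rorc were not called, in the authors' deposited tables. The T-cell receptor delta constant gene trdc fell to -3.08 and -3.13 in the authors' deposited tables. Of the gamma variable genes in the authors' deposited tables, trgv1 rose by 5.67 and 3.14, trgv5 by 2.60 and 3.26, and trgv3 by 3.36 with a call in lck-IRF4 alone, a difference that was not tested. trgv2, trgv6 and trgv7 were not called in either of the authors' deposited tables, with log2 fold changes between -1.01 and 1.42. Variable genes resemble one another, and their counts in the authors' deposited tables are uncertain where reads could not be placed uniquely.

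The metabolic enzymes aldoaa, gapdhs, eno1a, pgk1 and ldhba were listed to compare the tumor groups. Their median difference, lck-IRF4;p53+/- minus lck-IRF4, was 1.19 in the authors' deposited tables (percentile 99.94), with each of the 5 genes above 0. Against the control the medians in the authors' deposited tables were -0.36 (percentile 35.6) in lck-IRF4 and above 0 (percentile 99.2) in lck-IRF4;p53+/-, and 0 enzymes were called in either table, with 0 and 2 at an unadjusted p under 0.05, although 1 was called higher in lck-IRF4;p53+/- when adjusted over the list alone. The differences were not tested. Among other single genes in the authors' deposited tables, the fish gene irf4a was not called in lck-IRF4, at -0.80, and fell to -2.43 (SE 0.79, DESeq2 adjusted p 0.0303) in lck-IRF4;p53+/-. irf4b fell to -4.13 (SE 0.79, DESeq2 adjusted p 9.99e-06) and was at -1.92 (SE 0.86, 0.171) in the authors' deposited tables. sox4a and gzmk were not called in the authors' deposited tables. Human IRF4 and mCherry are not analysed here, so the labels were not checked against the transgene.

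**Figure D2:**
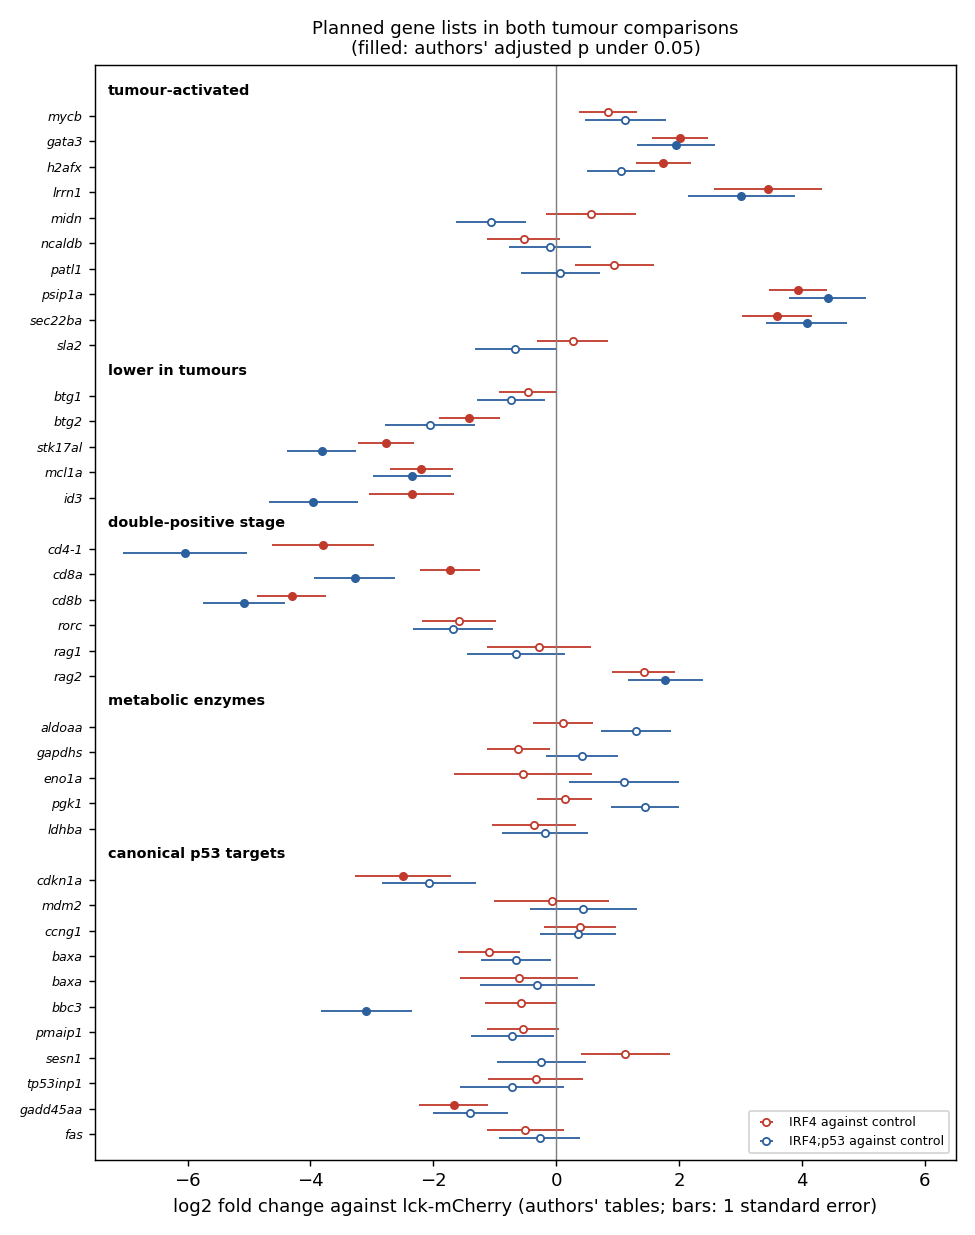
Log2 fold changes against lck-mCherry (x axis) from the authors' deposited tables for each gene of the 5 planned lists (y axis), with bars of 1 standard error, red for lck-IRF4 and blue for lck-IRF4;p53+/-, and filled points where the DESeq2 adjusted p was under 0.05. Points of the tumor-activated list reach 4.42 (psip1a), and those of the lower-in-tumors and double-positive lists lie below 0 except rag2.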

Values the study reported

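The study reported tumors by 30 weeks in 45% of fish heterozygous for the p53 mutation, in 85% of homozygous fish and in 20% of fish with normal p53. In its single-cell data, cells positive for trgc made up about 75% of T cells at the late stage of many tumors, against 2–10% in control or preleukemic samples. The study found a single gamma variable transcript in 4 of 8 tumors with normal p53 that were examined, which is 50%. Cells positive for lrrn1, patl1 and psip1a together were reported in 0% of normal thymus, under 3% of preleukemic samples and up to 46% of tumors.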

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

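The test below was chosen after the transcript had been seen, and its criterion was written before its own result was computed. ENSDART00000173291.2 was singled out because the tumor groups differed in it by a test of the difference itself. It was at least 787-fold higher in lck-IRF4;p53+/- (3117 and 2043 counts) than in lck-IRF4 (0 and 0 counts), with an edgeR adjusted p of 0.0114. It was the 1 call among 14603 transcripts. None was called without lck-mCherry replicate 1 or without replicate 2 (0 calls each, 1225 and 1229 at an unadjusted p under 0.05) or in the fit of the 4 libraries compared (0 calls, 1105 unadjusted). With at least 10 counts required in every library there were 0 calls and 513 unadjusted, a filter that removes this transcript by construction. The same transcript was called with no filter beyond 1 count, with the replicate block, with robust estimation, with a minimum log2 fold change of 1, and by DESeq2 on all 6 libraries (291 calls) and on the 4 compared (367 calls). Library size argues against being the cause, since totals ranged from 10138258 to 12655373, far less than this fold. Scaling left the call in place, with 1 transcript called under each of 3 other scalings and with the 20 most abundant transcripts left out. An alternative transcript of the same gene taking up the reads was not tested, since transcripts are unnamed here. One candidate explanation is differences between single animals or families, whatever their group, for instance a variant that changes which transcript the reads match. If so, pairs of libraries that mix groups should also share transcripts with at least 100 counts in both and at most 3 elsewhere. The 12 mixed pairs had up to 2 such transcripts, with a median of 0, while the 3 pairs within groups had from 1 to 5. ENSDART00000173291.2 itself is outside this criterion, since lck-mCherry replicate 2 had 4 counts, so these numbers do not decide for it. Family differences stay open. An effect of the p53 mutation also stays open and was not tested apart from family. The study describes the fish of its stable lines as progeny of a particular founder with a common background, which would lessen family differences. However, its IRF4 fish were made in a Singapore wild-type strain and crossed with a p53-mutant line from another laboratory. Strain background may thus differ between the tumor groups, and mixed pairs cannot show a difference that follows group. Neither the study nor the labels give the parents of each library.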

How the results depend on the processing

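Alternatives for the transcript results were chosen before the data were examined, while those for the authors' tables and gene lists were chosen after seeing the data. Of 107 alternative values over 17 results, 71 stayed within 1.5 times a count or within the spread of a value, 35 moved further and 1 changed sign.

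Scaling kept each count within 1.5 times. DESeq2 size factors, upper-quartile and total-count scaling gave from 100 to 143 calls for lck-IRF4 and from 198 to 328 for lck-IRF4;p53+/-. Total-count scaling moved the median log2 fold change of all transcripts to 0.28 and 0.22, and upper-quartile scaling to 0.14 and 0.13, from 0.03 and 0.02. With the former, 85 of the lck-IRF4 calls were higher and 15 lower, against 97 and 32, or 85.0% higher in place of 75.2%. For lck-IRF4;p53+/- it gave 123 higher and 75 lower, against 151 and 141, or 62.1% higher in place of 51.7%. Robust estimation, the 20 highest transcripts left out, and a minimum log2 change of 1 kept each count within 1.5 times.

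Filters and the test moved the counts most. Values below are for lck-IRF4, lck-IRF4;p53+/-, the tumor groups against each other, and calls shared by both tumor comparisons. With no filter beyond 1 count they were 1759, 1792, 505 and 1010, and the correlation of both comparisons was 0.677. In that fit the prior spread had infinite degrees of freedom, so a single trend replaced the spread of each transcript. With at least 10 counts in every library they were 60, 191, 0 and 55, with 513 at an unadjusted p under 0.05 beside the 0. That filter tests 9252 transcripts and leaves out those absent from a group. Fits of the 4 libraries compared gave 381, 543, 0 and 175, with 1105 unadjusted beside the 0. DESeq2 gave 1377, 1537, 291 and 779 on all 6 libraries and 1265, 1321, 367 and 627 on the 4 compared. DESeq2 on all 6 libraries included 128 of the 129 and 291 of the 292 edgeR calls, so it added calls rather than replacing them. Why DESeq2 called more was not tested. The direction of the calls moved too. For lck-IRF4, 75.2% of calls were higher in the main fit and 63.5% in the edgeR fit of the 4 libraries compared. DESeq2 gave 59.2% on all 6 libraries and 54.9% on the 4. Between the tumor groups, DESeq2 on all 6 libraries gave 82 higher and 209 lower. With no filter beyond 1 count, edgeR gave 190 higher and 315 lower there. The 1 call of the main fit thus does not show a direction of the differences between tumor groups.

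Leaving out 1 library of the group outside the comparison gave from 373 to 409 calls for lck-IRF4 and from 452 to 507 for lck-IRF4;p53+/-, as the prior degrees of freedom rose from 4.87 to between 7.03 and 8.32. For the tumor groups against each other both such fits gave 0, at 3.49 and 3.53 degrees of freedom. The correlation of both comparisons ranged from 0.612 to 0.831 over the 6 fits. Where a compared group was left with 1 library no calls were made, and all 129, 292 and 1 called transcripts kept their direction there.

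With a replicate block, 201 transcripts were called for lck-IRF4, 350 for lck-IRF4;p53+/-, 1 between the tumor groups and 144 in both. Deviations of libraries with the same number correlated at 0.06, 0.22 and -0.01 between the groups, the highest between lck-mCherry and lck-IRF4;p53+/-. The block lowered the biological coefficient of variation from 0.559 to 0.526. On the second principal component, replicate 1 lay above replicate 2 in each group. Pairing by number was thus not clear across all groups, and an effect shared by number was not excluded.

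In the authors' deposited tables the calls stayed within 1.5 times under 3 alternatives, and 26 of 30 list values stayed within the list's standard error and kept their sign. The mean in place of the median moved the tumor-activated list from 1.34 to 1.68 in lck-IRF4 and from 1.09 to 1.39 in lck-IRF4;p53+/-, and the lower-in-tumors list from -2.19 to -1.84 in lck-IRF4, in the authors' deposited tables. For the canonical p53 targets between the tumor groups it reversed the sign, from 0.23 to -0.21, so they had no clear direction. The mean gives weight to single genes with large changes. Further alternatives for the lists, for the gamma variable genes and for each named gene on the counts were not run because the counts carry no gene names. For the same reason no gene-level value here could be computed with 1 library left out.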

Other observations

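Lists of photoreceptor, immediate-early and hypoxia-inducible genes were written after a few of their kind had been seen in the tables, and tested on genes not yet looked at. Tests of the T-cell share, hemoglobin, p53 targets, heat shock genes and the part of the hypoxia-inducible list outside glycolysis were chosen, or their criteria set, after the results had been seen, as were the genes named singly. Values per gene in this part are from the authors' deposited tables, and tissue of origin, thymus or tumor, could not be separated from the effect of IRF4. The labels state sorting for the tumor cells and not for the controls. The study's methods describe sorted mCherry cells for the RNA of its PCR and for the normal thymus of its H3K27ac data. They do not state sorting for these control libraries. A difference in sorting thus also stays open for each marker comparison with the control, untested.

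RNA typical of photoreceptors stood out in the tumors. In the authors' deposited tables, rho was at least 1532-fold higher in lck-IRF4 and at least 799-fold higher in lck-IRF4;p53+/-, with approximate tumor means of 4597 and 2397 normalized counts, and gnat1 rose by 6.93 and 5.87 on the log2 scale. Of 31 other photoreceptor genes, 11 in each group had a mean of at least 10, with pde6ga among them in lck-IRF4 alone and arr3a in lck-IRF4;p53+/- alone, and 4 of these were above 3 normalized counts in the controls. Their median log2 fold change in the authors' deposited tables was 5.88 in lck-IRF4, or 4.34 with genes at the floor set to their bound, at percentile 99.99 of random lists. In lck-IRF4;p53+/- it was 5.77, or 3.92 with bounds, at percentile 100. In each group 9 of its 11 genes were called higher in the authors' deposited tables, pde6ga in lck-IRF4 alone and gnat2 in lck-IRF4;p53+/- alone, differences that were not tested. This is consistent with RNA of photoreceptor cells in the tumor samples, for instance from an eye region reached by the tumor cells, while low expression by the tumor cells themselves was not tested.

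Markers of several other cell types rose as well. In the authors' deposited tables the granulocyte list (4 genes) had medians of 5.97 and 5.93, or 4.08 and 4.09 with bounds, at percentiles 99.9 and 100. The macrophage list was at 1.53 (percentile 93.8) and 3.61 (99.99), epithelium at 2.13 and 2.35 (99.98 in each), stroma at 0.41 (53.3) and 3.20 (99.4), and erythrocytes at 1.65 (99.98) and 1.29 (99.91). B-cell markers were at 2.23 (98.9) in lck-IRF4. In lck-IRF4;p53+/- only 2 had a mean of at least 10, too few for a median, and they did not rise together. There cd79a was at -0.73 and blnk at 1.52 in the authors' deposited tables, neither called. Between the tumor groups, 3 B-cell genes had a median difference of -2.11 (percentile 0.10), with 0 above 0 and 3 below, and it was not tested. Thymic epithelium, skeletal muscle and endothelium had fewer than 3 usable genes. The most abundant markers of macrophages and granulocytes were marco and lect2l. In the authors' deposited tables marco had approximate means of 2176 in lck-IRF4;p53+/- tumors against 168 in controls, and of 243 against 162 in lck-IRF4, where it was not called (DESeq2 adjusted p 0.778). lect2l had 479 in lck-IRF4 tumors against 13.8, and 521 in lck-IRF4;p53+/- tumors against 14.3, in the authors' deposited tables. T-cell identity genes were at -0.03 (94.0) and -0.46 (43.2) with 0 called (0 and 1 at an unadjusted p under 0.05), and cell cycle genes at -0.78 (5.57) and -0.02 (85.2) with 0 called (2 and 0 unadjusted), in the authors' deposited tables. A lower share of T cells would raise all other types alike. Mean log2 fold changes of markers above the floor in the controls were therefore compared between lists, over 21 pairs of lists in lck-IRF4 and 15 in lck-IRF4;p53+/-. The outcome depended on the standard error. With genes taken as independent and the spread within a list left out, 9 and 7 pairs differed by over 2 standard errors. Relative to the standard error, the largest in lck-IRF4 was erythrocytes minus stroma, at 2.13 (SE 0.62). In lck-IRF4;p53+/- it was B cells minus macrophages, at -2.31 (SE 0.62). Granulocytes minus macrophages gave 2.35 (SE 0.78) in lck-IRF4, and macrophages minus erythrocytes gave 1.45 (SE 0.50) in lck-IRF4;p53+/-. Genes of 1 list disagreed, however, with lect2l at 5.11 (SE 0.84) and mmp9 at 0.55 (SE 1.16) for granulocytes in lck-IRF4 in the authors' deposited tables, and animals can vary in a whole cell type. With errors shared within a list and its spread included, 0 pairs differed by over 2 standard errors. The largest differences were 1.19 standard errors for erythrocytes against endothelium in lck-IRF4 and 1.62 for B cells against stroma in lck-IRF4;p53+/-. Endothelium and B cells had 2 genes each in these pairs, fewer than the 3 needed for a list median. A lower share of T cells thus cannot be told apart from gains of single types in either group. More macrophages or granulocytes in or near the tumors stay open as an untested alternative.

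The hemoglobin genes rose by unequal factors, in the authors' deposited table for lck-IRF4 by 0.97 for hbaa1 and by 5.63 for hbaa2. RNA of erythrocytes added to a different baseline in the controls would give each gene a similar gain in normalized counts. Of the 5 genes, 4 gained over 50% of the highest gain in each group, from 1394 to 1896 in lck-IRF4 and from 589 to 1118 in lck-IRF4;p53+/-. The other, a second gene named hbba1 (ENSDARG00000089087.7), went from 54.5 to 59.9 in lck-IRF4 and from 56.7 to 48.3 in lck-IRF4;p53+/- in the authors' deposited tables. The explanation is left open by this gene, since reads shared by these similar genes may have been split between them, which was not tested.

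The fall of the lower-in-tumor genes had more than one possible explanation. Lower p53 activity in the tumors would lower the canonical p53 targets, which lay at percentile 3.90 in lck-IRF4 and at 6.70 in lck-IRF4;p53+/-, where the test decides nothing. A weaker immediate-early response in the tumors, or a stronger one in the controls, would lower the immediate-early genes. Their median over 23 genes, each above the floor in the controls, was -1.23 and -1.49 in the authors' deposited tables, at percentile 0 in both. In lck-IRF4, 6 were called lower and 21 of 23 were below 0, and in lck-IRF4;p53+/- 4 were called lower, with junba at -2.43 and -1.97 in the authors' deposited tables. Heat shock or dissociation stress in the control libraries was not decided. The heat shock genes were at -0.31 (percentile 58.1) and 0.95 (percentile 100), with 0 called, 0 genes at an unadjusted p under 0.05 in either group and weighted means within 2 standard errors of 0. Handling of thymus and tumor cells may thus have contributed to the fall of these genes beside any effect of IRF4, and neither was excluded. A shift of cell stage was not tested and stays open too.

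The rise of glycolytic enzymes in lck-IRF4;p53+/- over lck-IRF4 was set against a response to low oxygen. Over 18 other hypoxia-inducible genes the median difference in the authors' deposited tables was 1.13, at percentile 100, with 13 of 18 above 0. The list was at -0.97 (percentile 0.10) in lck-IRF4 and -0.01 (46.0) in lck-IRF4;p53+/- against the control, over 14 and 18 genes. In lck-IRF4;p53+/-, 3 were called higher in the authors' deposited table, p4ha1b at 4.43, adma at 3.95 and ankrd37 at 3.63, and in lck-IRF4 pgam1a was called lower, at -1.56, in the authors' deposited table. The list itself holds genes of glycolysis, which restate the pattern. Without them, 10 genes had a median difference of 0.80 at percentile 99.87, with 6 above 0 and 4 below, in the authors' deposited tables. Over these 10, the medians against the control were -0.13 in lck-IRF4 and 0.34 in lck-IRF4;p53+/- in the authors' deposited tables, and over the 8 glycolytic genes -1.05 and -0.01. A response to low oxygen that was stronger in the lck-IRF4;p53+/- samples than in lck-IRF4 is one candidate explanation. High percentiles in this comparison were not specific to hypoxia-inducible genes, however. Cell cycle genes had a median difference of 0.58 (percentile 99.83), with 9 above 0 and 0 below. Heat shock genes had 0.82 (percentile 100), with 8 above 0 and 1 below. Other lists went the other way, among them T-cell identity genes at -0.44 (percentile 1.84) and erythrocyte genes at -0.52 (1.30). Against the control, the 5 planned enzymes had a median above 0 (percentile 99.2) in lck-IRF4;p53+/- and of -0.36 (percentile 35.6) in lck-IRF4. For these 5 the medians point to a rise in lck-IRF4;p53+/- rather than a fall in lck-IRF4, though 0 were called in either. The 8 glycolytic genes of the hypoxia-inducible list instead had a median near 0 in lck-IRF4;p53+/- and below 0 in lck-IRF4. Whether glycolytic genes as a whole were raised in the former or lowered in the latter thus stays open. A larger share of macrophages and stroma in lck-IRF4;p53+/- is a further candidate explanation of the difference between the tumor groups. With 2 libraries per group, a single sample may also account for this difference. The difference itself was not tested.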
